A study of Arabidopsis thaliana with 22 samples.

How the data were processed

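The measurement was ptATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible plastid DNA and the positions of the insertions are counted along the plastid genome. Leaf chloroplasts of wild-type Arabidopsis thaliana, ecotype Col-0, were enriched by centrifugation and fixed with formaldehyde, and libraries were made with a Nextera kit, per the labels' protocols. The labels name 2 fractions, nucleoid and naked plastid DNA, with 11 numbered replicates of each. Each library was placed in its fraction by that label.

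The authors deposited 1 table with 1 line for each position of the plastid genome and 1 column for each of the 22 libraries. The positions are TAIR10 plastid coordinates, per the file headers. The deposited values were whole-number counts per position, starting at 0 and with totals that differed between libraries, so they were taken as counts not scaled between libraries. The aligner, the removal of duplicate reads, the mapping quality filter, the shift of read ends to the centre of the Tn5 insertion and the treatment of reads that match both inverted repeats are not stated in the labels or the file headers. An unshifted read end would displace a count by a few positions, which is small against 200 bp windows and matters more at 50 bp. PCR duplicates, if kept, would make counts less precise than their number implies. Every column was matched to a sample, leaving 0 unmatched.

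Nucleoid replicates 9 and 10 held the same count at each of 154477 positions. They were counted as 1 library, which left 21 libraries, 10 nucleoid and 11 naked. The next most similar pair within a fraction, naked replicates 6 and 11, had equal counts at 63.1% of positions. Total counts per library ranged from 202725 to 1813905 in the nucleoid fraction and from 105763 to 1195649 in the naked fraction.

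Gene names and gene limits came from a RefSeq gene table of assembly TAIR10.1, whose name differs from the build of the counts. The counts themselves were used to check that both share plastid coordinates. The counts in the inverted repeats mirrored each other best when positions of the copies summed to 238649 (r = 0.93 across positions, against 0.23 for the next best of 1301 sums tried), and the copies of ndhB in the gene table have the same sum. Coordinates of genes from that table are not printed. The limits of the repeats were set from this mirror axis and from the point at which the mirrored counts stopped matching. The table held 129 plastid entries. After copies were merged, 112 genes were analysed, of which 15 had 2 copies, and 1 fragment of ycf1 was left out. Counts of both copies of a repeat gene were summed where the table held both. The table held 1 repeat gene, ArthCr091, in a single copy, and it was counted there only. Each library held 49.9% to 50.1% of its repeat counts in the first copy, and at most 60.8% of positions had equal counts in both copies, so reads were divided between the copies and a difference between them cannot be measured.

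Signal was the mean count per position in a window or gene, as a percent of the mean over the plastid genome in the same library, so 100 is the genome mean. Fold changes are differences of means on the log2(signal + 1) scale and are relative to the genome mean, not absolute. The added 1 by itself shrinks changes of low windows. Where libraries vary widely, a difference of mean logs can be larger or smaller than the log ratio of the mean signals. Windows of 200 bp and genes were tested with limma (version 3.58.1, lmFit and eBayes, R version 4.3.3) on log2(signal + 1), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Windows and genes needed a mean scaled count of 10, which removed no 200 bp window and no gene, so 772 windows and 112 genes were tested. Before the data were examined, the plan for counts was a quasi-likelihood count model, and edgeR was not used because the columns of this table could not be read as counts by the unit check applied to it; limma, planned for other values, was used in its place. limma's voom, which models count precision, was run as an alternative.

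Measures with 1 value per library were compared by two-sided permutation tests with 100000 resamples. They were the share of signal in 3 regions, the log2 ratio of mean signal within genes to that between genes, scores of 7 gene lists, and unevenness, the SD of log2(signal + 1) over 200 bp windows. A list score is the mean log2(signal + 1) over the list minus the mean over all genes. Benjamini-Hochberg adjustment was made over the 3 regions and over the 7 lists. The lists, tests and most alternatives were chosen before the data were examined. The ribosomal RNA list matched 3 of its 4 genes by name, and the other lists matched completely. The genes named are the 5 with the largest positive and the 5 with the largest negative fold change among those with an adjusted p under 0.05, the 3 highest and 3 lowest windows by the same rule, and psbA, rbcL and rrn16S whatever their values. Of those with increases, 1 gene and 1 window are not reported here.

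The limma step was tested on simulated counts drawn with the depths of the real libraries. With 200 of 772 windows changed by a known fold, 100% were recovered and 3.77% of calls were false, as means of 20 simulations. With 20 of 112 genes changed, 100% were recovered and 4.87% of calls were false. The simulations gave every library the same profile apart from counting and random error, so they do not cover the differences in unevenness described with the results.

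Alternatives planned before the data were examined were the replicate number as a block, median scaling, a trended prior, no filter, the top 75% of windows or genes by mean signal, leaving out the shallowest library of each fraction or each replicate number, a minimum absolute log2 fold change of 0.5, a pseudocount of 0.1, windows of 50 and 1000 bp, leaving out the second repeat copy, genes with 200 bp added on each side, capping the top 1% of positions, list medians, and libraries thinned to the lowest depth. Alternatives chosen after seeing the data were log2 depth or unevenness as a covariate, restriction to libraries with more than 600000 counts (8 nucleoid, 5 naked; called deep libraries), voom with and without library quality weights, and list scores against protein-coding genes alone. Covariates in measures with 1 value per library were tested by permuting residuals 20000 times, and deep libraries by all 1287 exact splits. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used, and matplotlib 3.10.9 drew the plots. Signal upstream of genes and trends on base content needed strands and a genome sequence and were not analysed here.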

Results

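Accessibility of plastid DNA was compared between nucleoids, the protein-bound form of the chloroplast genome, and naked plastid DNA from leaf chloroplasts of wild-type Arabidopsis thaliana. The naked fraction is the background measured the same way, since Tn5 also cuts bare DNA unevenly. The comparison asks which parts of the genome are more or less open in the nucleoid, a question the study's title connects to transcribed genes. The labels list 11 libraries of each fraction. Nucleoid replicates 9 and 10 differed by less than the sampling noise, with equal counts at all 154477 positions, and were counted as 1 sample, so that 10 nucleoid and 11 naked libraries were compared.

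Nucleoid libraries held 1051723 ± 550410 counts (SD, n = 10), with a median of 1158972 and a range of 202725 to 1813905. Naked libraries held 574079 ± 386641 counts (SD, n = 11), with a median of 527624 and a range of 105763 to 1195649. Depth therefore differed between the fractions as well as within them. Of the 13 deep libraries, which had more than 600000 counts, 8 were nucleoid and 5 naked. The remaining libraries were 2 nucleoid and 6 naked, too few nucleoid libraries for a comparison among shallow libraries. Across 200 bp windows, the median correlation of log2 signal was 0.950 between nucleoid libraries, 0.904 between naked libraries and 0.913 between the fractions. Windows are not independent replicates.

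The unevenness of signal along the genome was 0.61 ± 0.15 in nucleoid libraries (SD, n = 10) and 0.92 ± 0.39 in naked libraries (SD, n = 11), on the log2 scale. The difference was -0.31 (two-sided permutation test, p = 0.0252), and 9 of 10 nucleoid libraries lay below the naked median. The difference was no longer past the threshold with log2 depth in the model (-0.16, p = 0.193) or among deep libraries (-0.072, exact permutation p = 0.213). Unevenness was then set against log2 depth within each fraction. In nucleoid libraries Pearson's r was -0.89 (permutation p = 0.0006, adjusted 0.0018) and Spearman's rho was -0.73 (permutation p = 0.0184, adjusted 0.0292), and r was -0.65 without the 2 libraries farthest from the median depth. In the 11 naked libraries r was -0.49 (permutation p = 0.137, adjusted 0.167), not past the threshold, and rho was -0.70 (permutation p = 0.0195, adjusted 0.0292), with r of -0.64 without the 2 farthest. Naked replicates 9, 10 and 11 had the highest unevenness (1.43, 1.36 and 1.63). In naked replicates 1 to 8, a set chosen after its values were seen, r was -0.56 (permutation p = 0.167, adjusted 0.167) and rho was -0.76 (permutation p = 0.0372, adjusted 0.0372). Without the 2 farthest libraries of this set r was -0.89. The adjustment covered these 3 relations for each coefficient.

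**Figure D1:**
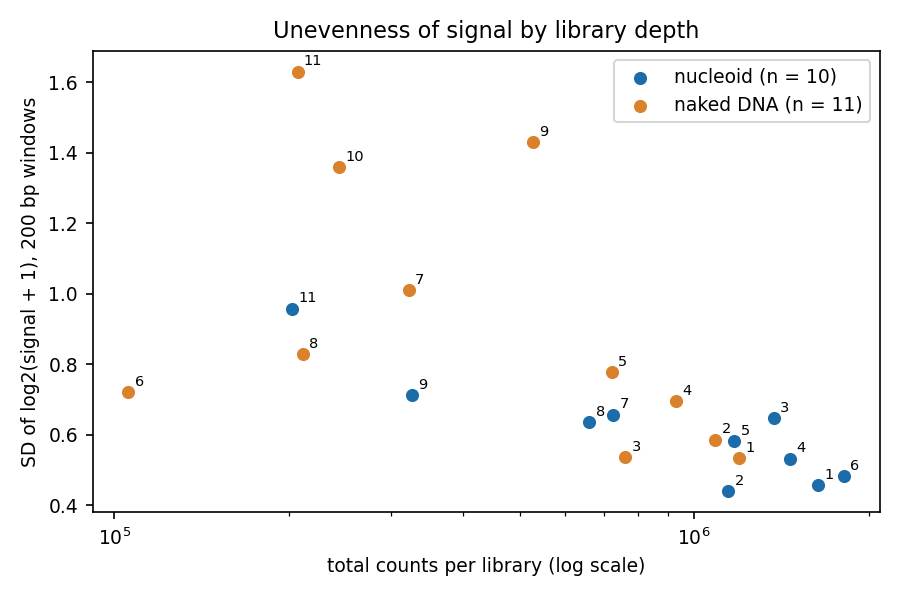
Unevenness (SD of log2(signal + 1) over 200 bp windows, vertical axis) against total counts (log axis) for 10 nucleoid and 11 naked libraries, each point a library with its replicate number. Unevenness was highest in naked replicates 9, 10 and 11 (1.43, 1.36 and 1.63), and the deepest nucleoid libraries were among the most even.

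The share of signal in each part of the genome was compared next. The counts placed the large single copy region at TAIR10 plastid positions 1 to 84171, the first inverted repeat at 84172 to 110431, the small single copy region at 110432 to 128217 and the second repeat at 128218 to 154477. The large single copy region held 48.9% ± 2.0 of nucleoid signal (SD, n = 10) and 46.8% ± 2.9 of naked signal (SD, n = 11; permutation p = 0.0791, adjusted 0.0791), and 9 of 10 nucleoid libraries lay above the naked median. The small single copy region held 8.27% ± 0.88 and 6.36% ± 2.52 (permutation p = 0.0309, adjusted 0.0698; 9 of 10 above). The inverted repeats held 42.8% ± 2.8 and 46.8% ± 5.3 (permutation p = 0.0465, adjusted 0.0698; 9 of 10 below). In naked replicates 9, 10 and 11 the small single copy region held 2.41%, 3.54% and 2.16%. It held 6.02% to 9.05% in the other naked libraries and 6.43% to 9.33% in nucleoid libraries. None of the 3 differences passed the threshold after adjustment. The alternative that moved them most was unevenness in the model, under which each difference changed sign (-0.319, -0.0561 and 0.375 percentage points, adjusted p = 0.653). Without replicate 11 all 3 passed, with adjusted p = 0.0318, and without replicate 3 the small single copy region and the repeats passed, with adjusted p = 0.0444.

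Genes had more signal than the DNA between them in both fractions. The log2 ratio of mean signal within genes to that between genes was 0.49 ± 0.10 in nucleoid libraries (SD, n = 10) and 0.60 ± 0.12 in naked libraries (SD, n = 11). The difference of -0.11 passed the threshold (permutation p = 0.0322, 9 of 10 nucleoid libraries below the naked median). It was -0.044 with log2 depth in the model (permutation p = 0.252), -0.055 among deep libraries (exact permutation p = 0.177) and -0.029 with unevenness in the model (permutation p = 0.461). It also lost its call without replicate 6, 7, 8 or 10, with differences of -0.10, -0.10, -0.11 and -0.11 and permutation p from 0.052 to 0.0693.

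Of 772 windows of 200 bp, 176 differed between the fractions at an adjusted p under 0.05 (limma), 90 higher and 86 lower in nucleoid libraries, and 385 had an unadjusted p under 0.05. With log2 depth in the model 3 windows passed, of 197 at an unadjusted p under 0.05. Among deep libraries 1 window passed, of 154 unadjusted. The SD of fold changes across windows was 0.37 in all libraries and 0.14 among deep libraries. The count also moved with single replicate numbers. It was 115 without replicate 5, 3 without replicate 6, 43 without replicate 7, 39 without replicate 8, 55 without replicate 9 and 3 without replicate 10, while 334 and 284 windows still had an unadjusted p under 0.05 without replicates 6 and 10. The median fold change of all windows was 0.16 with each library scaled to its mean and 0.01 with each scaled to its median. Median scaling gave 138 windows, 33 higher and 105 lower, so 23.9% of calls were higher against 51.1% with mean scaling.

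Among the called windows with the largest increases were positions 4601 to 4800 of the plastid genome (Pltd, TAIR10), between genes (log2 fold change 1.06, SE 0.38, adjusted p = 0.0498), and Pltd 128001 to 128200 in ycf1 (0.90, SE 0.33, adjusted p = 0.0498). The lowest library held 2 and 15 counts in these windows. The 3 with the largest decreases all lay in the inverted repeats, where reads were divided between copies. They were Pltd 135801 to 136000, mostly between genes and at the edge of trnI (ArthCt107; -0.79, SE 0.12, adjusted p = 0.00125), Pltd 130201 to 130400 over trnR (ArthCt127; -0.69, SE 0.14, adjusted p = 0.0117) and Pltd 101201 to 101400 in rrn16S (-0.66, SE 0.16, adjusted p = 0.0135). The gene trnI (ArthCt107) itself was not called (-0.29, adjusted p = 0.101). The window at its edge also passed with log2 depth in the model (-0.71, adjusted p = 0.0073), and the other 4 of these windows did not. It kept its call when any replicate number was left out. The first window lost its call without any 1 of replicates 4 to 10 (adjusted p up to 0.109), and the window in ycf1 without replicate 2 or any 1 of replicates 4 to 10 (up to 0.112). The windows over trnR and in rrn16S lost theirs without replicate 6 or 10 (up to 0.051 and 0.0549).

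**Figure D2:**
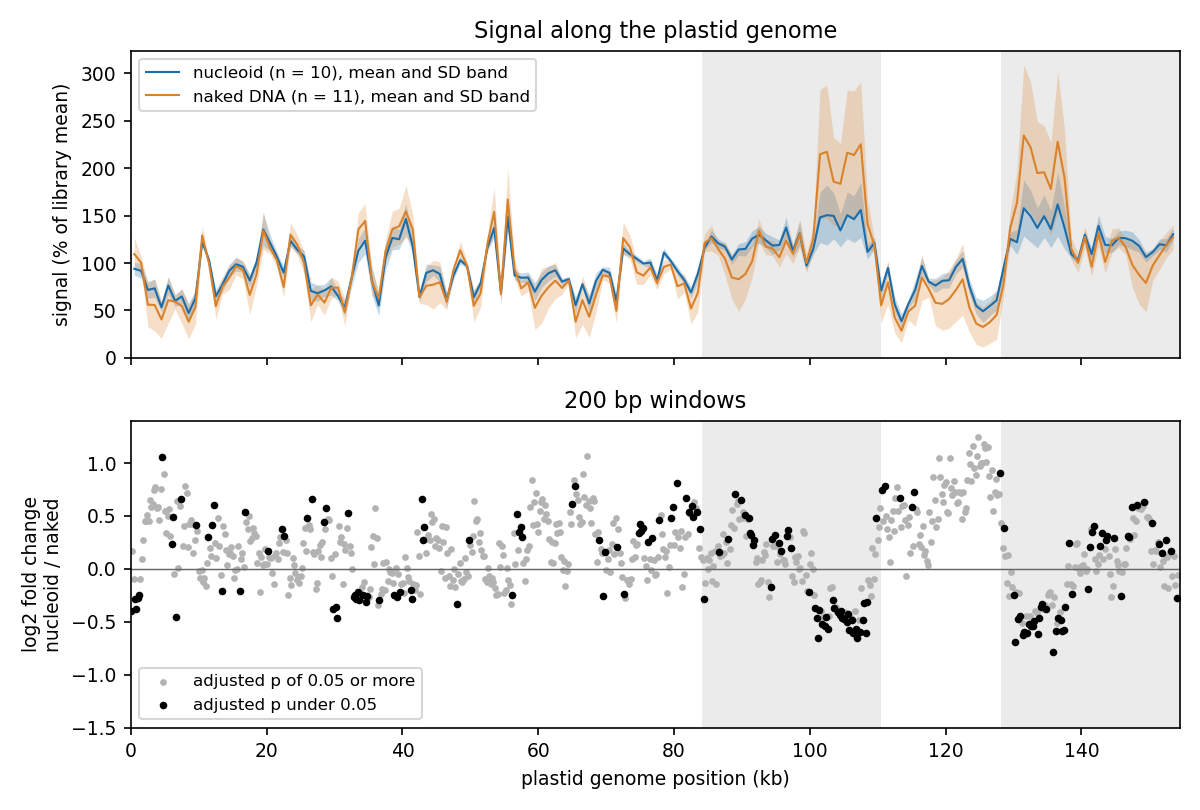
Top, signal in 1000 bp bins as a percent of each library's genome mean along the plastid genome (kb), with lines for the mean and bands for the SD of 10 nucleoid and 11 naked libraries; bottom, log2 fold change of each 200 bp window, black where the adjusted p was under 0.05 (176 windows). Grey areas are the inverted repeats. The bins with the highest mean signal and the widest spread between naked libraries overlapped ribosomal RNA genes.

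Of 112 genes, 38 differed at an adjusted p under 0.05 (limma), 11 higher and 27 lower in nucleoid libraries, and 56 had an unadjusted p under 0.05. With log2 depth in the model 20 genes passed, 1 higher and 19 lower, and 19 of them were among the 38. Among deep libraries 15 passed, 1 higher and 14 lower, of which 13 were among the 38. Without replicate 6 the count was 22 (2 higher, 20 lower) and without replicate 8 it was 25 (2 higher, 23 lower). Higher calls also fell to 4, 4 and 3 without replicates 7, 9 and 10, while lower calls stayed between 20 and 27 in all 11 such fits. Median scaling gave 38 genes, 15 higher and 23 lower, so 39.5% of calls were higher against 28.9% with mean scaling. By kind of gene, 17 of 30 transfer RNA genes were called lower and 0 higher, where 21 of 30 had a fold change below 0. Of 78 protein-coding genes 7 were called lower and 11 higher, and of 4 ribosomal RNA genes 3 were called lower and 0 higher. The median fold change of transfer RNA genes was -0.34, against 0.14 for the other genes, and it was -0.35 with median scaling.

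The 5 genes with the largest decreases were transfer RNA genes of the large single copy region. Signal at trnQ (ArthCt090) was 78.2 ± 19.8 in nucleoid libraries (SD, n = 10) and 151 ± 30 in naked libraries (SD, n = 11), in percent of the genome mean, a log2 fold change of -0.96 (SE 0.14, limma adjusted p = 9.07e-05). Signal at trnC (ArthCt094) was 71.2 ± 26.2 and 133 ± 27, a change of -0.96 (SE 0.18, adjusted p = 0.000572). For trnE (ArthCt097) the values were 98.3 ± 23.6 and 179 ± 54 (-0.83, SE 0.16, adjusted p = 0.000607), and for trnD (ArthCt095) 93.1 ± 11.1 and 161 ± 37 (-0.75, SE 0.12, adjusted p = 0.0001). For trnG (ArthCt116) they were 56.4 ± 21 and 92.4 ± 29.1 (-0.72, SE 0.21, adjusted p = 0.0141). These genes are short, and the lowest library held 69, 38, 98, 94 and 36 counts in them. All 5 passed with log2 depth in the model, among deep libraries and with unevenness in the model. With 200 bp added on each side, trnC (-0.13, adjusted p = 0.379) and trnG (-0.23, adjusted p = 0.175) did not pass, and without replicate 6 trnG had an adjusted p of 0.0517.

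Among the genes with the largest increases were rps3 (ArthCp061; 85.3 ± 5.7 against 63.2 ± 23.4, log2 fold change 0.54, SE 0.20, limma adjusted p = 0.0407), rpl22 (ArthCp062; 0.33, SE 0.12, adjusted p = 0.0365), ycf2 (ArthCp066; 0.24, SE 0.08, adjusted p = 0.0215) and rpoA (ArthCp055; 107 ± 4 against 91.7 ± 8.1, 0.23, SE 0.05, adjusted p = 0.00222). Of these, rpoA passed with log2 depth in the model (0.17, adjusted p = 0.0137), and the other 3 did not (adjusted p from 0.106 to 0.238). When single replicate numbers were left out, rpoA kept its call throughout. The call was lost for rps3 without any 1 of replicates 5 to 11 (adjusted p up to 0.101), for rpl22 without any 1 of replicates 6 to 10 (up to 0.0979) and for ycf2 without replicate 6, 8 or 10 (up to 0.0622). Signal at psbA (ArthCp002) was 120 ± 8 in nucleoid and 144 ± 19 in naked libraries (-0.26, SE 0.07, adjusted p = 0.00737), and did not pass among deep libraries (-0.16, adjusted p = 0.103). At rbcL (ArthCp030) the fold change was -0.18 (SE 0.09, adjusted p = 0.112), not past the threshold, and it changed sign with unevenness in the model (0.033, adjusted p = 0.506). At rrn16S (ArthCr086), a repeat gene, signal was 153 ± 32 and 224 ± 74 (-0.50, SE 0.16, adjusted p = 0.0198), and with log2 depth in the model it did not pass (-0.27, adjusted p = 0.165), nor without replicate 6, 8, 9 or 10 (adjusted p up to 0.0587).

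Scores of 7 gene lists asked whether functional groups, or genes taken as strongly or weakly transcribed, stood apart from the mean of all genes. The transfer RNA score was -0.09 ± 0.10 in nucleoid libraries (SD, n = 10) and 0.22 ± 0.15 in naked libraries (SD, n = 11). The difference was -0.31 (permutation p = 6e-05, adjusted 0.00042), with 10 of 10 nucleoid libraries below the naked median. It stayed past the threshold with log2 depth in the model (-0.24), among deep libraries (-0.19), with unevenness in the model (-0.20) and against protein-coding genes alone (-0.45). The alternative with the smallest difference was the one with deep libraries (exact permutation p = 0.00155, adjusted 0.00725). Of the 30 genes, 17 were called when adjusted over the list alone, as over all genes.

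The weakly transcribed list rose by 0.19 in nucleoid libraries (-0.08 ± 0.07 against -0.27 ± 0.09, permutation p = 0.00012, adjusted 0.00042, 10 of 10 above the naked median). Against protein-coding genes alone the rise was 0.045 (adjusted 0.0325). Of its 8 genes, 4 were called over all genes and 5 adjusted over the list alone, all higher. The ATP synthase and NDH list rose by 0.17 (permutation p = 0.00024, adjusted 0.00056, 10 of 10 above), but of 3 genes called among its 17, both over all genes and over the list alone, 1 was higher and 2 were lower. The gene expression machinery list rose by 0.16 (permutation p = 0.00036, adjusted 0.00063, 10 of 10 above), with 9 of 26 genes called both over all genes and adjusted over the list alone, 7 higher and 2 lower. The list of photosystem, cytochrome and rbcL genes rose by 0.066 (permutation p = 0.00074, adjusted 0.00104, 9 of 10 above), with 4 of 27 genes called both ways, 1 higher and 3 lower. Against protein-coding genes alone, the ATP synthase and NDH list (0.028, adjusted 0.395) and the gene expression machinery list (0.020, adjusted 0.273) were within chance, and the photosystem list was lower in nucleoid libraries (-0.077, adjusted 0.0281). As a list median against all genes, its difference was within chance (0.0084, adjusted 0.839).

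The ribosomal RNA list fell by 0.47 (0.69 ± 0.27 against 1.16 ± 0.61, permutation p = 0.0335, adjusted 0.0391, 9 of 10 below), with 2 of 3 genes called over all genes and 3 adjusted over the list alone, all lower. Naked replicates 9, 10 and 11 scored 1.91, 1.78 and 2.30. The other naked libraries lay between 0.46 and 1.41, and the nucleoid libraries between 0.38 and 1.31. The difference was -0.22 with log2 depth in the model (adjusted 0.287), -0.062 among deep libraries (exact permutation, adjusted 0.551) and 0.013 with unevenness in the model (adjusted 0.725). It also lost its call without replicate 6, 7, 8, 9 or 10, with differences of -0.46, -0.46, -0.47, -0.41 and -0.42 and adjusted p from 0.0654 to 0.0774. The strongly transcribed list, which shares 2 genes with the ribosomal RNA list, differed by -0.25 (0.37 ± 0.10 against 0.62 ± 0.40, permutation p = 0.0771, adjusted 0.0771, 8 of 10 below), which was not past the threshold. Of its 12 genes, 7 were called both over all genes and adjusted over the list alone, 1 higher and 6 lower. Naked replicates 9, 10 and 11, none of them deep libraries, scored 1.28, 0.997 and 1.32. The other naked libraries lay between 0.22 and 0.64, and the nucleoid libraries between 0.21 and 0.53. The difference of this list was 0.012 among deep libraries (exact permutation, adjusted p = 0.814) and 0.053 with unevenness in the model (adjusted p = 0.172). Against protein-coding genes alone it was -0.39 (adjusted p = 0.0281), and without replicate 3 it was -0.29 (adjusted p = 0.0492).

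**Figure D3:**
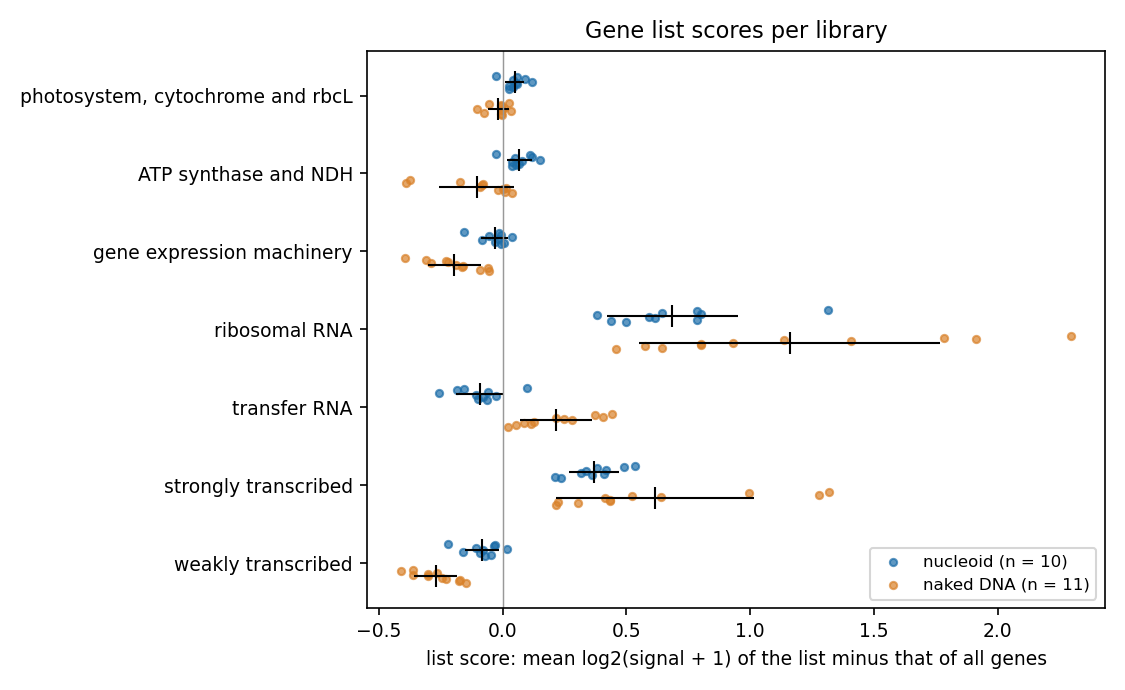
Scores of 7 gene lists (mean log2(signal + 1) of the list minus the mean over all genes, horizontal axis) for each nucleoid and naked library as points, with black marks for the mean and bars for the SD. In the transfer RNA list 10 of 10 nucleoid libraries lay below the naked median, while the ribosomal RNA list spread widely among naked libraries.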

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

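Dixon's test for a library far from the rest was applied to the 10 nucleoid libraries in 31 values, and 7 stood out where chance gives about 1.55. The values share counts, since the ribosomal RNA genes lie in the repeats, and 6 of the 7 came from nucleoid replicate 11, so they are not 7 separate signs. The tests below were fixed after the outlying values were seen and before each test's own result was.

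Nucleoid replicate 11 had the lowest share of signal in the large single copy region (44.3%, next 47.8%), the highest share in the inverted repeats (49.3%, next 44.1%), the highest ribosomal RNA score (1.31, next 0.80) and the highest unevenness (0.96, next 0.71). It also had the highest signal at trnE (159, next 111) and at rrn16S (233, next 170), in percent of the genome mean. It was the shallowest nucleoid library, with 202725 counts. Counting error at that depth was argued against: with every library thinned to 105763 counts, the gap in unevenness to the next nucleoid library was 0.252, against 0.246 before. For a naked library under the wrong label, the evidence went both ways. The score of replicate 11 over single copy transfer RNA genes was -0.17, which argued against it. That score lay within the range of the other 9 nucleoid libraries (-0.41 to -0.16) and below all 11 naked libraries (-0.09 to 0.15). Over the full transfer RNA list its score was 0.10, above the other 9 nucleoid libraries (-0.26 to -0.03) and within the naked range (0.02 to 0.44). A wrong label therefore stays open. The trend of unevenness with depth in the other 9 nucleoid libraries predicted 0.792, with a 95% prediction interval of 0.553 to 1.03 that held the observed 0.96. The library may therefore lie at the shallow end of a trend shared by the fraction. Base content was not analysed, so amplification bias as the source of that trend stays open. No biological explanation was tested, since the design gives none within a fraction.

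The gene ycf2 had a signal of 106 in nucleoid replicate 4, while the other nucleoid libraries lay between 116 and 126. Neither depth nor unevenness accounted for it. A line on unevenness through the other 9 libraries predicted 118.9 (95% prediction interval 110.1 to 127.8), and a line on log2 depth predicted 118.8 (109.8 to 127.7). With 31 values tested, a single such library is within what chance gives. No biological explanation was tested.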

How the results depend on the processing

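The covariates, the deep libraries, voom and the score against protein-coding genes alone were chosen after seeing the data. The transfer RNA and weakly transcribed lists kept their direction and their side of the threshold under each alternative run. The transfer RNA difference ranged from -0.28 to -0.33 over the 11 fits that each left out one replicate number, and the weakly transcribed one from 0.17 to 0.20.

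The windows called, 176 at first, numbered 273 without the shallowest library of each fraction, 51 with a minimum absolute fold change of 0.5, 3 with log2 depth in the model, 1 among deep libraries, 92 with unevenness in the model, 293 with voom and library quality weights, 882 of 3083 at 50 bp, 32 of 154 at 1000 bp and 103 of 642 without the second repeat copy. They ranged from 3 to 232 over the fits that each left out one replicate number, with the lowest values without replicates 6 and 10. Fewer windows were tested at 1000 bp and without the second copy, and the minimum fold change is a stricter threshold. Whether fewer windows account for the whole of those falls was not tested. The main test held windows of both repeat copies, between which reads were divided. For the other changes the cause was not tested. The genes called, 38 at first, numbered 10 with the minimum fold change, 20 with log2 depth in the model and 15 among deep libraries, and from 22 to 40 over the fits that each left out one replicate number. A trended prior, a pseudocount of 0.1 and the top 75% by mean signal kept both counts within 1.5 times. Median scaling did as well, but moved the split of calls, as given with the windows and genes.

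Under the model with log2 depth, the genic ratio (-0.044), the ribosomal RNA list (-0.22) and unevenness (-0.16) lost their calls. Among deep libraries the same 3 did (-0.055, -0.062 and -0.072), and the strongly transcribed list changed sign to 0.012. With 8 against 5 libraries the deep comparison also has fewer samples. With unevenness in the model the genic ratio lost its call (-0.029), and several directions turned: the large single copy share (-0.319 percentage points), the small single copy share (-0.0561), the repeats (0.375), the ribosomal RNA list (0.013), the strongly transcribed list (0.053) and rbcL (0.033). None of these 6 was past its threshold after turning. Against protein-coding genes alone, the ATP synthase and NDH list (0.028) and the gene expression machinery list (0.020) lost their calls, the photosystem list turned to -0.077, and the strongly transcribed list passed at -0.39. The construction shows the cause: the lower transfer RNA and ribosomal RNA genes no longer pull down the reference mean. The photosystem list also lost its call as a list median (0.0084), for which the cause was not tested. The cause was also not tested for the changes with depth and unevenness in the model.

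Over the fits that each left out one replicate number, the differences ranged from 1.74 to 2.45 percentage points for the large single copy share, 1.60 to 2.20 for the small single copy share, -4.65 to -3.45 for the repeats, -0.13 to -0.10 for the genic ratio, -0.54 to -0.41 for the ribosomal RNA list, -0.29 to -0.19 for the strongly transcribed list and -0.35 to -0.27 for unevenness. Among the 19 genes and windows chosen by the naming rule, 464 comparisons with an alternative left 366 on the same side, 97 past the threshold no longer and 1 turned.

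Libraries of the same number in both fractions deviated together in 8 of 9 pairs at a correlation over 0.1, from -0.02 to 0.77 with a median of 0.40, against -0.03 for other numbers. Since replicate 3 did not, the numbers were taken as names and not as pairs in the main tests. The other 8 pairs leave open a source shared by libraries of the same number. The main tests treat all libraries as independent and do not account for it. With the replicate block in the model, on the 9 pairs left without replicates 9 and 10, 25 genes were called (1 higher, 24 lower) and 179 windows, of which 119 were among the 176. The block also brought the 3 region shares past the threshold (1.59, 1.24 and -2.83 percentage points, exact sign-flip permutation, adjusted p = 0.043) and changed no other call of the lists, the genic ratio or unevenness.

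The planned comparison of signal upstream of genes was not run, since it needs gene strands, nor were the trend on base content and each base content correction, alone or with the block, which need a genome sequence. Scaling by total signal alone is the scaling used throughout, and the filter removed no 200 bp window and no gene, so neither is a test. Count models other than voom were not run. Low counts limit the 2 window increases reported, since the lowest library held 2 and 15 counts in them.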

Other observations

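The tests of depth as the cause of the window calls and of the transfer RNA difference, and both tests of the repeats, were chosen after their results had been seen, and the other tests before theirs. The explanations are hypotheses found and tested on the same libraries.

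The difference between the fractions was first set against other ways to divide the 21 libraries into 10 and 11. Of 100 splits, the real one included, 2 gave as many called windows (the other splits had a median of 0 and a highest value of 359), and 2 gave as many called genes (highest 43). Some other split thus gave more than the real one, so strong structure lies within the fractions. The first axis of variation between libraries held 79.4% of the variance over windows. The fold change between fractions followed the first axis computed from nucleoid libraries alone with a correlation of 0.66 across windows (p = 0.0013, the smallest that 771 rotations along the genome can give). Adding log2 depth to the model left 3 windows called, all among the 176, with 197 at an unadjusted p under 0.05. Depth itself, with the fraction in the model, was called at 313 windows and 35 genes. Leaving out replicate 6 or 10 also left 3 windows called, so the count of 3 alone does not single out depth. Those fits kept 334 and 284 windows at an unadjusted p under 0.05 (limma), with an SD of fold changes of 0.37 and 0.33. With log2 depth in the model the SD was 0.24, against 0.37 without it. Depth in the model thus shrank the fold changes more than either omission did. With unevenness in the model 92 windows were called, 46 of them among the 176. Most of the 176 window calls may therefore reflect a technical axis of depth and unevenness on which the fractions sit at different places. A real effect of the nucleoid along the same axis stays open.

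Unevenness ranged from 0.44 to 1.63 between libraries, with an SD of 0.332. Counting error was argued against, since thinning all libraries to the lowest depth left an SD of 0.334. A few strong positions were argued against, since capping the top 1% of positions left 0.324. Saturation of strong positions in deep libraries would leave a slope near 1 in the lower range of windows, but the 8 shallow libraries had a median slope there of 1.55 on the deepest ones, above 1 in 8 of 8. This argued against saturation as the whole cause. The slope was steeper in the upper range (median 2.21), the direction saturation predicts, so a part played by it stays open. Bias from base content during amplification was not analysed here and stays open.

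The inverted repeats had 1.27 to 2.59 times the signal per position of the single copy regions in the 21 libraries. Reads entered at both copies were argued against, because at most 60.8% of positions had equal counts in both copies. The ribosomal RNA genes alone were argued against, because without their operon the lowest ratio was 1.20, above 1 in 21 of 21 libraries. Without the operon the ratio was 1.41 ± 0.15 in naked libraries (SD, n = 11) and 1.37 ± 0.11 in nucleoid libraries (SD, n = 10). Over the whole repeats it was 1.74 ± 0.40 and 1.46 ± 0.18, so an excess was present in both fractions. Reads from elsewhere and copy number within plastids were not tested.

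Transfer RNA genes were lower in nucleoid libraries relative to other genes. Depth as the whole cause was argued against, since the list difference was -0.24 with log2 depth in the model (permutation p = 5e-05, the smallest that 20000 permutations can give). Unevenness as the whole cause was argued against in the same way (-0.20, with the same smallest p). The 23 single copy genes alone gave -0.27 (permutation p = 4e-05, adjusted 0.00015), so the repeats were not needed, and on this score the 10 nucleoid libraries (-0.41 to -0.16) did not overlap with the 11 naked libraries (-0.09 to 0.15). Short length was tested against 10000 sets of intervals drawn inside single copy protein-coding genes, with the lengths of the 19 single copy transfer RNA genes under 100 bp. The mean log2 fold change of these genes was -0.34, and the lowest set had -0.046 (two-sided p = 0.0002, the smallest that 10000 draws can give), so length alone was argued against. The draws were not matched for signal or base content. Protein-coding genes themselves could not serve, since only 2 were under 100 bp. The fall was found in the 24 genes under 100 bp (-0.39, adjusted 0.00015) as a set. The 6 genes of 100 bp or more had a mean difference of 0.012 (adjusted 0.588) but went both ways, and trnA, named after its values were seen, was called lower (-0.39, limma adjusted p = 0.0198). However, trnA lies between rrn16S and rrn23S, which were also called lower (log2 fold change -0.50 and -0.51). Its fall is therefore not separate evidence about long transfer RNA genes. Among the others, trnK encloses the protein-coding gene matK. Whether the fall is limited to short genes was thus not shown. A candidate explanation is that proteins on or near transfer RNA genes block Tn5 in the nucleoid. Sequence preference of Tn5 at these genes acts on both fractions, and its interaction with library conditions stays open because base content was not analysed, as does plastid-like sequence elsewhere in the cell.

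Around the middle of 18 short single copy transfer RNA genes, 20 of 40 bins of 50 bp differed between the fractions, after adjustment over the 40. The 2 bins next to the middle were lower in nucleoid libraries, from -50 to -1 bp (0.30 ± 0.21 against 0.76 ± 0.28, log2 signal against the flanks; permutation, adjusted p = 0.00613) and from 0 to 49 bp (-0.14 ± 0.14 against 0.23 ± 0.09, adjusted p = 0.0016). The other 18 were higher, out to the farthest bin, from -1000 to -951 bp (by 0.29, adjusted p = 0.004). Higher bins thus also lay in the flanks that served as the reference, so a rise beside the genes cannot be read from this profile.

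On the scale of 50 bp, each window was also compared with the signal 500 bp to each side of it, which removes trends over longer distances. Of 3083 windows 761 differed (limma), 431 higher and 330 lower, and 1 of 100 splits, the real one, gave as many, with 5 the highest among the others. Depth and unevenness as the whole cause were argued against: 701 windows were called with log2 depth in the model, 494 of them among the 761, and 700 with unevenness in the model, 447 of them among the 761. Among deep libraries 469 were called, with 344 shared. In 1 repeat copy and the single copy regions, 14.1% of the lower windows lay on transfer RNA genes, against 6.60% of those tested, and 12.9% lay between genes, against 30.3%. Rotating the calls along the genome gave a two-sided p of 0.00078 for each, the smallest that rotation can give, so the spacing of calls does not account for it. The shares were 9.82% (adjusted p = 0.0474) and 12.7% (adjusted p = 0.00624) with log2 depth in the model. The higher windows lay between genes more often (44.1%), but not with log2 depth in the model (33.8%, adjusted p = 0.246). On protein-coding genes lay 65.5% of the lower windows, against 60.2% of those tested (adjusted p = 0.157), which was not past the threshold. With log2 depth in the model that share was 70.2% (adjusted p = 0.00624). In that model ribosomal RNA genes held more of the lower windows (6.91%, adjusted p = 0.0312) and of the higher windows (6.99%, adjusted p = 0.0312), against 3.44% of those tested. A fine-scale difference between the fractions, with lower windows less often between genes, is offered as a hypothesis. Differences in Tn5 conditions or fragment lengths between the fractions were not tested.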
